A study of Escherichia coli str. K-12 substr. MG1655 with 8 samples. Its data were reported in "Pervasive Transcription-coupled DNA repair in E. coli" (2022).

How the data were processed

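Strand-specific RNA-seq was analysed from Escherichia coli K-12 MG1655, the common laboratory strain, in 4 groups of 2 libraries. WT cells and cells without the gene mfd (Δmfd), each without UV exposure (−UV) or after it (+UV), made up the groups. Mfd is a DNA translocase that removes RNA polymerase stalled at DNA lesions. Groups and replicate numbers were taken from the sample titles. Per the study's methods, cells from a growing culture were taken as the −UV sample, the rest of that culture was irradiated in a shaken dish, and both samples recovered in the dark before RNA was extracted, treated with DNase and depleted of ribosomal RNA. UV and handling in the dish are therefore not separable here, and after UV means after both. The directional kit used for the libraries keeps the strand of each transcript.

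The authors deposited raw read counts per gene, 2 tables for each library, 16 in all. According to the methods, the authors aligned the reads with Bowtie2 to the MG1655 genome, split the alignments by forward or reverse orientation with Samtools, and counted them over genes with HTSeq. The versions of these tools are not stated, nor is it stated whether a read pair was counted once. Each table listed the same 4274 gene symbols. The counts were not normalized, so sequencing depth enters every value. The counting mode is not stated. The tables list 473 to 826 reads per library as overlapping more than 1 gene, and 0 as aligned to more than 1 place. How reads of near-identical copies such as the ribosomal RNA genes were placed is not stated, and rRNA and tRNA genes were not named by the rule below.

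The tables give the orientation of reads on the chromosome and not the strand of each gene. The gene table used here (assembly ASM584v2) holds positions, lengths and types but no strand. By a rule written before the data were examined, the orientation with more reads over all 8 libraries was taken as the sense strand of a gene, and the other as antisense. The median gene had 96.8% of its reads in the larger orientation, and 630 genes had under 75% there, so that their sense and antisense strands are uncertain. Under this rule antisense reads cannot exceed sense reads over all libraries, so the planned count of genes with more antisense than sense transcription was not made. Of the gene symbols, 4032 matched the gene table directly, 232 matched through a synonym and 10 did not match. No reads were listed for 14 genes.

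Gene reads (both strands together) ranged from 10340752 to 18591324 per library, and antisense reads from 74864 to 173417. A level of 3 reads, taken as the smallest that a library can show, was 0.161 to 0.290 RPM across the libraries. RPM is the standard scaling of a gene's reads to sequencing depth, here to the gene reads of both strands in the library. Shares of single libraries are given with Wilson 95% confidence intervals. These intervals and floors cover counting error only, since reads amplified by PCR are not independent molecules.

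Gene counts were compared with the quasi-likelihood test of edgeR 4.0.16 (glmQLFit and glmQLFTest, R 4.3.3), separately for sense and antisense counts. All 8 libraries entered a model with a mean per group, because 2 libraries give little information on the spread. Library size was the sum of gene reads on both strands, and TMM factors from the sense counts were applied to both strands, so that a general rise of antisense reads is kept and not scaled away. Genes with a mean of at least 10 counts on the strand tested were kept (4080 sense, 2400 antisense). P-values were adjusted by the Benjamini-Hochberg method and called below 0.05. The standard error (SE) of a log2 change is its size divided by the square root of the F statistic. The contrasts were UV in WT, UV in Δmfd, Δmfd against WT without and with UV, and the interaction (the UV change in Δmfd minus that in WT). The antisense share of gene reads was compared by exact permutation tests, which with 2 libraries against 2 cannot give a two-sided p under 0.333. Antisense RPM per gene were compared as folds of group means after adding a pseudocount of 0.5 RPM, which understates changes of genes with few reads.

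The replicate numbers pair the −UV and +UV libraries of a genotype, because the methods describe parts of the same culture. The pairing was checked by correlating, across genes, the deviations of same-numbered libraries from their group means. Results with the replicate number as a block are given beside those without it. No pair of replicates appeared to be a single library deposited again, since chi-square per degree of freedom between replicates was 117 to 315.

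The text names mfd, nusG, lexA, recA, sulA, uvrA, uvrB, uvrC and uvrD, chosen before the data were examined, and for each contrast with calls the 2 genes with the largest rise and the 2 with the largest fall among those called, with a mean of at least 50 counts and no overlap between the groups. A list of 30 genes of the SOS response, the set repressed by LexA and induced by DNA damage, was also written beforehand. A further gene chosen beforehand is not reported here. Other genes are said to be named after their values were seen.

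Before use, the model was tested on simulated counts with the real mean levels and library sizes. The simulated spread was the same for all genes of a strand (0.25 sense, 0.2 antisense). The 200 changed genes were drawn at random from those with a mean of at least 50 counts, so recovery at lower counts was not tested. For UV in WT it called 98 of 100 sense genes changed 4-fold, 22 of 100 changed 2-fold, and 6 of 3878 unchanged ones. An antisense shift of 0.50 (log2) planted in every gene was recovered as 0.51 over the 2415 genes without a further change. Planted changes were the same in both genotypes. What the genotype comparisons and the interaction can detect was therefore not measured. The code that pairs neighbouring genes was tested on made-up changes, where the planted correlation gave rho 0.579 over 648 genes and unrelated values gave -0.0435 over 662.

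Alternatives tried were DESeq2 1.42.0, the replicate block, no filter on low counts, a mean of at least 50 counts, the 4 libraries of a comparison alone, no TMM, TMM from antisense counts, removal of rRNA and tRNA genes or of the 10 genes with most reads, subtraction of a strand leak (the 5th percentile of antisense over sense reads in the 200 most expressed genes), pseudocounts of 0.1 and 2 RPM, and leaving out each library. Of the alternatives, 4 were chosen after seeing the data: genes with at least 75% of reads in the larger orientation, a block within each genotype, the mean of each culture for mfd, and scaling to the stable RNAs ssrA and rnpB. Read coverage at single positions was not analysed here.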

Results

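Transcription on both strands was measured by RNA-seq in WT and Δmfd E. coli, each −UV and +UV, with 2 libraries per group. Gene reads in replicates 1 and 2 numbered 14995971 and 18591324 in WT −UV, 12585548 and 13992242 in WT +UV, 10340752 and 16696711 in Δmfd −UV, and 12672570 and 13619163 in Δmfd +UV. Sense counts of replicates correlated across genes with r from 0.978 to 0.987 (log2 CPM), and antisense counts with r from 0.878 to 0.925. Genes are not independent replicates, so these values only describe the libraries. Reads of rRNA and tRNA genes made up 6.45% to 8.81% of gene reads.

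The deleted gene was examined first, since it checks the genotype labels. Sense reads of mfd (chromosome 1170518 to 1173964, reverse orientation, positions on assembly ASM584v2) averaged 258 ± 109 RPM in the WT libraries (SD over 4 libraries from 2 cultures, range 156 to 376). The Δmfd libraries held 0, 2, 1 and 0 sense reads, at most 0.120 RPM. Against the highest floor of 3 reads, sense reads of mfd were at least 538-fold lower in Δmfd than in the lowest WT library. Antisense reads of mfd were not lost in this way. They numbered 22, 6, 11 and 14 in the Δmfd libraries and 18, 18, 13 and 28 in the WT libraries, and their origin was not tested. The tests that follow are on sense reads. The planned exact two-sided permutation test of 4 libraries against 4 gave p = 0.0286, but it treats the −UV and +UV libraries of a culture as independent. With each culture averaged, a test chosen after seeing the data, the 2 WT cultures held 350 and 165 RPM and the p of 2 against 2 was 0.333, the smallest possible.

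The next question was how sense transcription differed after UV in each genotype. In WT, 368 of 4080 genes were called, 135 higher and 233 lower after UV (edgeR quasi-likelihood test, adjusted p under 0.05). In Δmfd, 664 genes were called, 307 higher and 357 lower. Of these, 287 genes were called in both genotypes, all in the same direction. Deviations of same-numbered −UV and +UV libraries correlated with r = 0.55 in WT and 0.49 in Δmfd. With the replicate number as a block, 450 and 826 genes were called. The alternative that raised the counts most was a block within each genotype, chosen after seeing the data. It called 841 and 1293 genes, which included all 368 and 663 of the 664 genes. The 4 libraries of a comparison alone lowered the counts most, to 207 and 295 genes, with 182 and 268 of them among the 368 and 664.

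Among called genes with a mean of at least 50 counts and no overlap between groups, the largest rises in WT were those of recN and sulA. The genes given here with positions are annotated as protein-coding. Sense reads of recN (2751795 to 2753456, forward) went from 57.2 ± 0.832 to 1366 ± 193 RPM (SD, n = 2), a log2 change of 4.53 (SE 0.24, adjusted p 0.000333, edgeR). Those of sulA (1020410 to 1020919, reverse) went from 32.9 ± 3.86 to 686 ± 105 RPM, a log2 change of 4.33 (SE 0.23). The largest falls in WT were in nirD (3496551 to 3496877, forward) with a log2 change of -5.26 (SE 0.70) and fdnG (1547401 to 1550448, forward) with -4.61 (SE 0.51). Before UV, nirD differed between WT replicates, with 1946 and 831 reads, but both +UV libraries were far lower, with 23 and 39. In Δmfd the largest rises were in sulA (log2 change 4.73, SE 0.24) and ygaM (2800146 to 2800475) with 4.35 (SE 0.54), and the largest falls in nirD (-4.57, SE 0.66) and fdnH (1550461 to 1551345, forward) with -4.52 (SE 0.53). The sense strand of ygaM is uncertain, since its larger orientation held 50.5% of its reads.

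The listed SOS genes served as a check on the UV labels. All 30 were higher after UV in both genotypes, with a median log2 change of 1.99 in WT and 1.93 in Δmfd. Over all genes tested, 26 were called higher in WT and 27 in Δmfd, and with adjustment over the list alone 28 in each. With the replicate block these numbers were 27 and 28 over all genes. In WT, recA rose by 3.09 (log2, SE 0.21), lexA by 1.91 (SE 0.24), uvrA by 2.49 (SE 0.20), uvrB by 2.01 (SE 0.18) and uvrD by 1.37 (SE 0.19), while uvrC, which is not on the list, did not change detectably (-0.045, SE 0.14, adjusted p 0.868, edgeR). In Δmfd the changes were 3.12 for recA, 1.98 for lexA, 2.28 for uvrA, 1.97 for uvrB, 0.94 for uvrD and -0.51 for uvrC. The adjusted p of uvrC was 0.0487 (edgeR), and it was 0.0523 with no low-count filter, 0.114 with the 4 libraries alone and 0.124 without TMM. That of uvrD was 0.0638 with the 4 libraries alone. The transcription factor gene nusG was not called in either genotype, at log2 changes of 0.39 (SE 0.19) in WT and 0.12 (SE 0.19) in Δmfd.

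**Figure D1:**
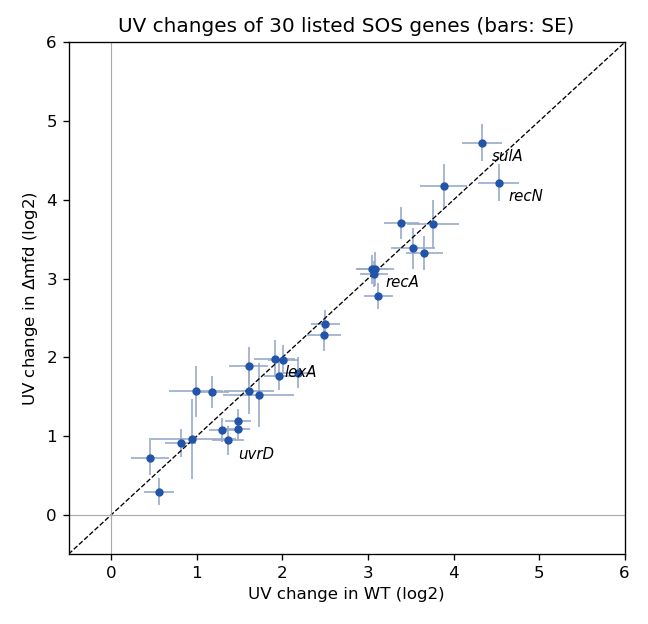
Log2 change of sense reads after UV in WT (horizontal axis) and in Δmfd (vertical axis) for the 30 listed SOS genes, with SE as bars and a dashed line where both changes are equal. All 30 points lie above 0 on both axes and close to the dashed line, with sulA at 4.33 and 4.73 and recA at 3.09 and 3.12.

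The genotypes were then compared at the same UV state. Without UV, 3 genes were called between Δmfd and WT (2 higher, 1 lower), and with UV 4 genes (3 higher, 1 lower). The lower gene in each case was mfd itself. DESeq2 moved these numbers most, to 15 without and 68 with UV, which included the 3 and 4 genes. The gene ycfT (1174092 to 1175165), which lies next to mfd, was higher in Δmfd by a log2 change of 7.38 (SE 0.32, adjusted p 0.000275, edgeR) without UV and 7.15 (SE 0.32) with UV. Its sense reads averaged 3.05 ± 0.503 RPM in WT −UV and 511 ± 34.0 RPM in Δmfd −UV. In the WT libraries together, 192 reads of ycfT were forward and 104 reverse, so the forward orientation taken as its sense strand rests mainly on the Δmfd libraries. The remaining called genes were yhfX in both comparisons, named after its values were seen (2.98, SE 0.30, and 2.65, SE 0.29), and yhfY with UV (3511060 to 3511422, reverse), higher by 2.61 (SE 0.28), with an adjusted p of 0.0717 with the replicate block (edgeR). Across same-numbered libraries of the genotypes without UV the correlation of deviations was 0.13. With the replicate block 2 genes, mfd and ycfT, were called both without and with UV, so yhfX was not called in either comparison. Of the 15 DESeq2 calls without UV, 12 were higher and 3 lower in Δmfd. Among them was flu, named after its values were seen (4.23, SE 0.51, adjusted p 9.82e-14, DESeq2), which edgeR did not call. Its sense reads were 32.1 and 47.8 RPM in WT −UV and 1066 and 449 RPM in Δmfd −UV. With UV they were 29.4 and 49.7 RPM in WT and 680 and 411 RPM in Δmfd.

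**Figure D2:**
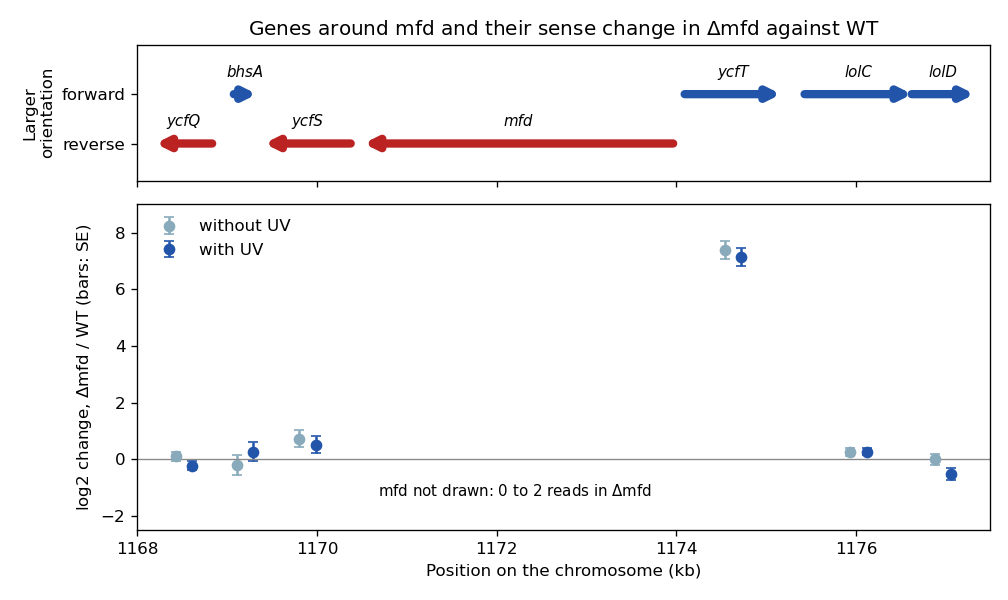
Genes around mfd drawn to scale by position (kb) in their larger orientation, above the log2 change of sense reads in Δmfd against WT for each gene, without and with UV (error bars, SE). The gene ycfT stands at 7.38 and 7.15, its neighbour lolC at 0.25 and 0.27, and mfd is not drawn because the Δmfd libraries held 0 to 2 sense reads of it.

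Whether the UV response of sense transcripts differed between genotypes was tested by the interaction. No gene was called (231 had an unadjusted p under 0.05), and none was called with the replicate block (270 under 0.05). The size of difference this test can detect was not measured, so the absence of calls does not show that the responses were alike. UV changes in WT and Δmfd correlated across genes with a Spearman rho of 0.732.

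The share of gene reads on the antisense strand was then compared. In replicates 1 and 2 it was 0.75% (95% Wilson interval 0.746 to 0.755) and 0.646% (0.642 to 0.649) in WT −UV, and 0.927% (0.922 to 0.933) and 0.851% (0.846 to 0.856) in WT +UV. In Δmfd it was 0.724% (0.719 to 0.729) and 0.772% (0.767 to 0.776) −UV, and 1.28% (1.27 to 1.28) and 1.27% (1.27 to 1.28) +UV. Group means were 0.698% ± 0.074 in WT −UV, 0.889% ± 0.054 in WT +UV, 0.748% ± 0.034 in Δmfd −UV and 1.27% ± 0.0017 in Δmfd +UV (SD, n = 2). The share was 0.191 percentage points higher after UV in WT and 0.527 in Δmfd, without overlap between groups. Within same-numbered pairs the rise was 0.177 and 0.206 points in WT and 0.552 and 0.502 in Δmfd. Each comparison had an exact two-sided permutation p of 0.333, the smallest it allows (0.40 after adjustment over the 6 tests of the share). Over both genotypes the mean rise was 0.359 points, higher in 4 of 4 pairs, with an exact permutation p of 0.0556, the smallest of 36 arrangements (adjusted 0.334). Flipping the signs of the 4 paired differences, which is the replicate block for this value, gave an exact p of 0.125, again the smallest possible. Leaving out the 10 genes with most reads moved the rise in Δmfd most, to 0.734 points.

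Between genotypes, the share was 0.385 points higher in Δmfd than in WT with UV, without overlap (exact permutation p = 0.333). Without UV the difference was 0.050 points, within the spread between replicates, and the same-numbered differences had opposite signs (-0.026 and 0.126, exact permutation p = 0.667). The rise after UV was 0.335 points larger in Δmfd than in WT. The exact permutation p for this difference was 0.333, so the design could not place it beyond chance.

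**Figure D3:**
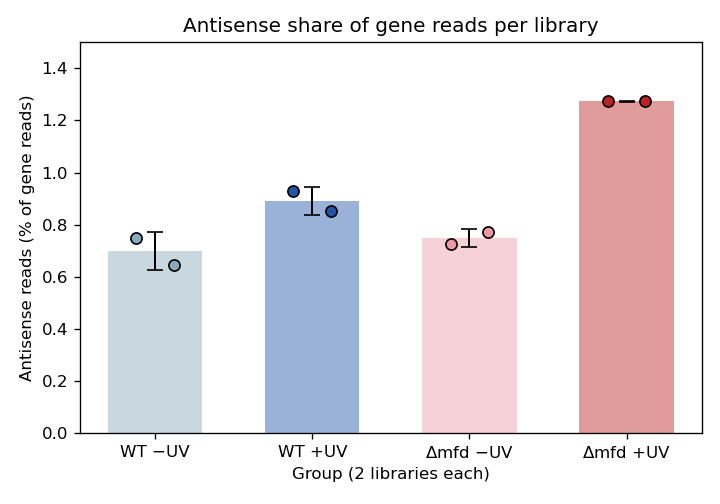
Antisense reads as a percentage of gene reads in each library (points), with group mean (bars) and SD (error bars, n = 2). Both +UV groups stand above their −UV groups, and the Δmfd +UV libraries are highest, at 1.28% and 1.27%.

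Antisense reads were next compared gene by gene. Of 2400 genes, 106 had at least 2-fold higher mean antisense RPM after UV in WT and 14 were at least 2-fold lower. In Δmfd, 635 were at least 2-fold higher and 10 lower. At least 4-fold rises were seen in 5 genes in WT and 37 in Δmfd. The 5 genes, named after their values were seen, were nadK, dgkA, yjbR, bioD and recA. Between replicates of a group, 6 to 90 genes were at least 2-fold higher in replicate 2 and 20 to 62 lower. With single libraries compared in the same way, the 4 pairs of a +UV and a −UV library gave 131 to 288 genes higher and 11 to 65 lower in WT, and 553 to 941 higher and 13 to 24 lower in Δmfd. The median log2 change was 0.32 in WT (0.29 and 0.34 in the same-numbered pairs) and 0.71 in Δmfd (0.77 and 0.66). Averaged within pairs as a replicate block, the medians were 0.32 and 0.72, with 102 and 635 genes at least 2-fold higher. Fewer genes, 57 in WT and 382 in Δmfd, were at least 2-fold higher in each of the same-numbered pairs. The pseudocount moved the numbers most, to 286 genes in WT with 0.1 RPM and 27 with 2 RPM.

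**Figure D4:**
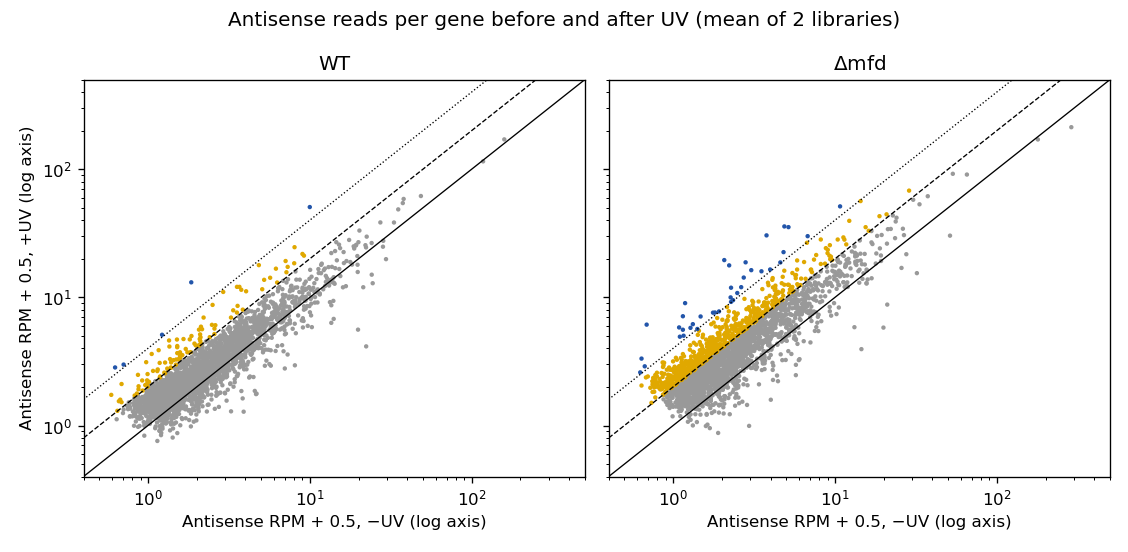
Mean antisense RPM plus 0.5 of 2400 genes −UV (horizontal log axis) and +UV (vertical log axis) in WT (left) and Δmfd (right), where the solid line marks no change, the dashed line 2-fold and the dotted line 4-fold, with 2- to 4-fold rises in yellow and larger ones in blue. In WT 101 points are yellow and 5 blue, and in Δmfd 598 are yellow and 37 blue.

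The edgeR test called 139 antisense genes after UV in WT, 119 higher and 20 lower, and 961 in Δmfd, 937 higher and 24 lower. In both genotypes 120 genes were called, all in the same direction. Same-numbered libraries deviated together with r = 0.23 in WT and 0.22 in Δmfd, and with the replicate block 223 and 1061 genes were called. Scaling by the antisense counts alone sets the typical antisense change to 0. It called 80 genes (36 higher, 44 lower) in WT, 56 of them among the 139. In Δmfd it called 191 (76 higher, 115 lower), 100 of them among the 961. These splits cannot tell whether antisense reads rose in general, because the scaling removes such a rise. Scaling to ssrA and rnpB, chosen after seeing the data, does not use all gene reads. With it the median antisense log2 change was still 0.36 in WT and 0.67 in Δmfd.

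Under the same limits on counts and overlap, the largest antisense rises in WT were in nadK (2750831 to 2751709), from 1.35 ± 0.163 to 12.6 ± 1.95 RPM (SD, n = 2), a log2 change of 3.17 (SE 0.29, adjusted p 6.33e-06, edgeR), and in dgkA (4256637 to 4257005) with 2.34 (SE 0.34). The largest falls were in ynfE (1658069 to 1660495) with -2.62 (SE 0.29) and yjhX (4533796 to 4534053) with -1.97 (SE 0.31). In Δmfd the largest rises were in ydbH (1443051 to 1445690) with 3.47 (SE 0.81) and again nadK (3.18, SE 0.28), and the largest falls in waaL (3796948 to 3798207) with -2.17 (SE 0.25) and ynfE (-2.01, SE 0.28). Antisense reads of ydbH also differed between WT −UV replicates, with 191 and 16. The larger orientation held 53.3% of reads in ynfE, 60.4% in dgkA and 66.3% in yjhX, so which strand is antisense is uncertain for these genes.

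Between Δmfd and WT, no antisense gene was called without UV (176 had an unadjusted p under 0.05) and 9 were called with UV, all higher in Δmfd. With UV, same-numbered libraries of the genotypes had a correlation of deviations of 0.12, and the replicate block called 48 genes. Under the same limits, the largest rises were in erfK (2062391 to 2063323) with a log2 change of 1.55 (SE 0.25, adjusted p 0.0183, edgeR) and ygdI (2942918 to 2943145) with 1.46 (SE 0.25). Their larger orientations held 71.0% and 53.6% of reads. Of the 9 genes, 6 had at least 75% there, but a test run on the 1940 genes with at least 75% called 1 gene, intD (1.35, adjusted p 0.0367, edgeR), named after its value was seen. By RPM, 79 genes were at least 2-fold higher in Δmfd with UV and none 2-fold lower, against 8 and 11 without UV. The 4 pairs of single libraries gave 173 to 222 higher and 2 to 4 lower with UV, and 21 to 70 higher and 15 to 65 lower without UV. In each of the same-numbered pairs, 22 genes were at least 2-fold higher with UV and 1 without UV. The median log2 change was 0.44 with UV and 0.035 without.

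Whether the antisense response to UV differed between genotypes was tested by the interaction, in which no gene was called (231 had an unadjusted p under 0.05). Here too, the size of difference the test can detect was not measured. With the replicate block 1 gene, serU, was called, and with a block within each genotype 5, all with the larger rise in Δmfd. Those 5, named after their values were seen, were erfK, intD, serU, smrB and yjjZ. The UV change was larger in Δmfd than in WT in 76.9% of the 2400 genes, a description of these libraries and not a test.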

Values the study reported

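The study irradiated its RNA-seq cultures with 120 J/m^2 and let both samples recover for 5 min at 37 °C. It reported 272 genes whose antisense transcription rose and whose non-template strand was repaired better in Δmfd cells.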

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

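Across 26 results, 258 values were computed under alternatives, and 177 stayed within the spread between replicates or within 1.5 times the main count. Counts of called genes with a replicate number left out are not among these values, because 1 library per arm allows no call. The rest follow, and the cause was not tested except where stated.

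For sense genes called after UV in WT, DESeq2 gave 565, the 4 libraries alone 207 and the block within genotype 841. In Δmfd the 4 libraries alone gave 295 and the block within genotype 1293. For Δmfd against WT without UV, DESeq2 gave 15 and the 4 libraries alone 1. With UV, DESeq2 gave 68 and the 4 libraries alone 2, and the replicate block gave 2 (correlation of same-numbered deviations -0.0076). No TMM moved the median of all sense genes by 0.14 for UV in Δmfd, where 63.1% of the 708 calls were then higher against 46.2%, and by 0.11 for Δmfd against WT with UV, and it moved the antisense medians of these comparisons by 0.14 and 0.11. For sense reads of mfd, averaging each culture kept the difference of 258 RPM but gave an exact permutation p of 0.333, which no data of this design could lower.

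For antisense genes called after UV in WT, DESeq2 gave 58, the replicate block 223, no low-count filter 244, a mean of at least 50 counts 62, TMM from antisense counts 80 and the block within genotype 327. In Δmfd, DESeq2 gave 371, a mean of at least 50 counts 291 and TMM from antisense counts 191. Without UV, Δmfd against WT gave 13 with no low-count filter and 7 with the 4 libraries alone, while the replicate block gave 0 (correlation 0.056). With UV, DESeq2 gave 14, the replicate block 48, no low-count filter 53, the 4 libraries alone 59, no TMM 46, TMM from antisense counts 0 (154 at an unadjusted p under 0.05) and clear orientation 1. The interaction gave 1 with the replicate block, 10 with no low-count filter and 5 with the block within genotype. TMM from antisense counts sets the median antisense change to -0.0067 in WT and -0.0044 in Δmfd, so its counts leave out any general rise.

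The antisense share rose after UV in Δmfd by 0.588 points without rRNA and tRNA genes, 0.734 without the 10 genes with most reads and 0.413 in clearly oriented genes. For Δmfd against WT with UV the same settings gave 0.427, 0.525 and 0.302 points. Over both genotypes the last 2 settings gave 0.482 and 0.285 points. Leaving out each library in turn gave -0.0024 to 0.102 points for Δmfd against WT without UV, a change of sign.

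Genes with a 2-fold antisense rise after UV in WT numbered 286 with a pseudocount of 0.1 RPM, 27 with 2 RPM, 35 with a mean of at least 50 counts, and 107 to 203 when each library was left out. In Δmfd they numbered 138 with 2 RPM and 168 with a mean of at least 50 counts. For Δmfd against WT without UV they numbered 47 with 0.1 RPM, 1 with 2 RPM, 3 with a mean of at least 50 counts, 13 with the strand leak subtracted, 20 per ssrA and rnpB read, and 14 to 41 when each library was left out. With UV they numbered 220, 15 and 30 under the first 3 of these settings, 41 with TMM-scaled totals and 117 to 165 when each library was left out.

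The median antisense log2 change after UV in WT was 0.38 with a pseudocount of 0.1 RPM, 0.19 with 2 RPM, 0.23 over all genes with any antisense count, 0.28 with TMM-scaled totals, 0.36 per ssrA and rnpB read, and 0.26 to 0.40 when each library was left out. In Δmfd it was 0.84, 0.45, 0.53 and 0.59 under the first 4 of these, and 0.65 to 0.81 when each library was left out. For Δmfd against WT with UV it was 0.29 with 2 RPM. Without UV it changed sign, from -0.0636 to 0.12 when each library was left out, and was -0.0162 without WT −UV replicate 2, so no direction is given for that comparison.

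Called genes kept their direction when a replicate number was left out, except in the antisense calls of UV in Δmfd, where 959 to 960 of 961 kept it; the exceptions, named after their values were seen, were ydeH, asnA and rpsJ. No call could be made with 1 library per arm. Of 557 values of the 24 reported genes chosen beforehand or by the rule, 542 kept their direction and side of the threshold, 9 lost significance and 6 changed sign. With the 4 libraries alone the adjusted p was 0.0528 for mfd in Δmfd against WT without UV, 0.0886 for yhfY with UV, and 0.0638 for uvrD and 0.114 for uvrC after UV in Δmfd. For uvrC it was also 0.0523 with no low-count filter and 0.124 without TMM, for yhfY 0.0717 with the replicate block, and for antisense reads of erfK and ygdI 0.403 each with TMM from antisense counts (all edgeR). The sign changes all came without TMM, at adjusted p-values of 0.852 to 0.987 (edgeR), namely uvrC after UV in WT (0.0046), nusG (0.0578), recA (0.0999), uvrA (0.0841) and uvrC (0.0489) for Δmfd against WT with UV, and uvrB in the interaction (0.0470). Planned counts of genes with more antisense than sense reads were not run, since the sense strand was defined by the larger count.

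Depth limits which antisense genes can be tested. Of 4235 genes with any antisense count, 2400 had a mean of at least 10 counts and 641 of at least 50.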

Other observations

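The tests of strand leak, stable RNA scaling, clear orientation, the median of convergent against divergent genes, the gene beside mfd, and the UV change of pair 2 minus pair 1 were chosen only after the result was seen; the other tests below were prompted by patterns in the data but set out before their own results were seen. The reading of the test on gaps of 75 to 300 bp was made more cautious after its values were seen, since by the reading first set out it would have ruled out its explanation.

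The rise of antisense reads after UV was set against technical explanations. The leak of sense reads onto the wrong strand accounted for at most 2.60% of antisense reads in any library. Carried-over genomic DNA would raise all genes alike, but over 1556 genes of at least 1000 bp the rise of the 5th percentile of antisense density was 0.184 of the rise of the median in WT and 0.187 in Δmfd. A smaller pool of sense mRNA was tested by scaling to ssrA and rnpB, stable RNAs with 11.5% to 13.5% of gene reads, and the median log2 change was 0.36 in WT and 0.67 in Δmfd. Among genes with a clear orientation it was 0.34 and 0.72. None of these accounted for the rise. Genes with a convergent neighbour within 300 bp did not rise more than genes with a divergent one. Their median change was 0.353 against 0.389 in WT and 0.735 against 0.790 in Δmfd, differences of -0.0362 and -0.0548, and in the 267 divergent genes without any convergent neighbour within 300 bp it was 0.383 and 0.793. A rise of this size was therefore also seen without such a neighbour, but this does not show what readthrough adds in genes that have one, which is taken up next. The dish in which cells were irradiated, discussed below, was not separable from UV in these libraries, so from them a UV effect on antisense transcription remains a hypothesis. The paper also measured readthrough at selected transcription terminators by RT-qPCR and reported that it rose with UV dose. That is another measure than antisense reads per gene and was not re-analysed here.

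Which genes rose differed, and readthrough from convergent neighbours is a candidate explanation for that part. Among genes with at least 75% of reads in the larger orientation, without the pair yegD and yegI that had been looked at before, 495 genes faced a neighbour within 300 bp. Across these, the antisense change followed the sense change of that neighbour, with a Spearman rho of 0.563 in WT and 0.602 in Δmfd. Described another way, which is not a further test, the median antisense change was 0.165 in WT for the 292 of these genes whose facing gene was not higher, against 0.353 for all 495, and 0.480 in Δmfd for 285 genes, against 0.735. Across 406 genes with a divergent neighbour rho was 0.074 and 0.069. The differences, 0.489 and 0.533, had a permutation p of 0.0001 in both genotypes, the smallest that 10000 permutations can give. Genes are not independent replicates. Reads that span the gap are not excluded. For 224 genes with gaps of 75 to 300 bp rho was 0.521 in WT and 0.561 in Δmfd, but fragments of paired-end libraries can be longer than such gaps, and fragment lengths were not analysed here. Untranslated 3′ ends of the neighbour that reach into the gene cannot be told apart from readthrough with counts per gene.

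The 5 genes with a 4-fold or larger antisense rise in WT were recA and genes next to recN, lexA, uvrA and uvrB, all on the SOS list. Leaving these 5 and the listed genes out, 8 of 100 genes with a 2-fold or larger rise in WT lay next to a listed gene (8.0%), against 23 of 2274 others (1.01%, one-sided Fisher's exact p = 2.65e-05, adjusted 5.29e-05 over 2 tests). In Δmfd the numbers were 12 of 629 and 19 of 1745 (one-sided Fisher's exact p = 0.0922), which does not separate the groups. Both recN and lexA are forward and lie after nadK and dgkA on the chromosome, so transcription running out of them leads away from nadK and dgkA. Transcription starting at induced SOS genes, or running out of them at other genes, may contribute to the largest rises in WT. Strand assignment by read number could blur this, as in dgkA with 60.4% of reads in the larger orientation.

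Genes of nitrate and formate respiration were among the largest falls after UV. The irradiated cells were shaken in a dish before recovery while the −UV cells were kept in a tube, so aeration may differ with UV in this design. A list of 49 other genes tied to growth at low oxygen, written from general knowledge and without the nap, ynf, nir and fdn genes, was tested. It includes hmp, which the oxygen regulator FNR represses. Being among the tested genes, hmp was lower in both genotypes like the others, which does not speak for aeration acting through FNR. All 47 tested genes were lower after UV in both genotypes, with a median log2 change of -1.68 in WT and -1.88 in Δmfd, and 35 were called lower in each. All 47 were also lower with DESeq2, without TMM, without rRNA and tRNA genes and with the replicate block, with medians of -1.67, -1.63, -1.66 and -1.68 in WT and -1.91, -1.74, -1.89 and -1.85 in Δmfd. The medians lay below all of 10000 random lists matched on mean count, whose lowest were -0.36 and -0.45. A difference in aeration or handling is a candidate explanation for these falls, and it cannot be told apart from UV because no library was handled in the dish without UV.

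The high reads of ycfT in Δmfd may come from transcription that starts in the altered mfd locus. The chance that a called gene other than mfd lies next to it was 0.000981, but this was computed because ycfT had been seen there. The next gene, lolC, changed by 0.25 (SE 0.13) and the gene on the other side of mfd, ycfS, by 0.72 (SE 0.30) without UV, neither called. The construction of the deletion was not analysed here, so this cannot be decided.

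In the interaction for sense genes, where no gene was called (231 at an unadjusted p under 0.05), genes of some long runs had low p-values, which prompted a test of distance from the start of a run (genes of the same orientation with gaps of at most 50 bp). The runs holding ispH, yigB, nuoH, nuoI, murD and murF were left out because they prompted it. Across 1626 genes with a mean of at least 50 counts and at least 75% of reads in the larger orientation, the difference between the UV change in Δmfd and in WT fell with distance, with a Spearman rho of -0.281, and between -0.184 and -0.288 in the 4 pairings of a Δmfd pair with a WT pair. The change after UV itself gave rho -0.103 in WT and -0.266 in Δmfd. Single replicates of a group compared with each other gave rho of up to 0.136 in size, but these involve 2 libraries and the pairings 4. The UV change of pair 2 minus that of pair 1, which also involves 4, gave 0.0441 in WT and 0.0526 in Δmfd, a single comparison per genotype. Δmfd against WT gave 0.0992 and 0.0286 in replicates 1 and 2 without UV, and -0.130 and -0.269 with UV. These values were thus negative with UV and not without it. That of replicate 1 with UV was no larger in size than the 0.136 between replicates of a group, which also involves 2 libraries. Only replicate 2 with UV went beyond that. A greater loss of promoter-distal reads after UV without Mfd is a hypothesis for the negative values. RNA breakdown that differs between libraries was not tested and remains possible, and with 2 pairs per genotype the difference has no test across libraries.

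The orientation holding over 60% of reads switched between all −UV and all +UV libraries in 5 genes of WT (ves, ygaM, yghW, ynfE and yqiH, named after their values were seen), among 3821 genes with at least 20 reads in each of the 4 libraries, and in 8 genes among 3704 in Δmfd.

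Reads outside genes made up 9.79% and 11.96% of reads in or outside genes in WT −UV, 11.02% and 11.6% in WT +UV, 12.05% and 12.6% in Δmfd −UV, and 12.4% and 12.4% in Δmfd +UV. The groups with and without UV overlapped in each genotype.

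The number of genes with at least a 2-fold antisense rise in Δmfd against WT after UV was 79, and 173 to 222 in pairs of single libraries. It depended on the pseudocount of 0.5 RPM, and was 220 with 0.1 RPM and 15 with 2 RPM. These numbers are lower than the value quoted from the study above, which rests on another criterion.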
